A study of Mus musculus with 6 samples.

How the data were processed

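Poly(A) RNA from 3 established mouse mammary epithelial cell lines, BC44, HC11 and C57MG, was sequenced as strand-directional libraries, with 2 libraries per line and 6 in all. The cells were untreated and grown on plastic, per the labels. BC44 was kept in RPMI with 10% serum and 5 µg/ml insulin, and HC11 in the same medium with 10 ng/ml epidermal growth factor (EGF). C57MG was kept in DMEM with 10% serum and 10 µg/ml insulin. Cells were harvested 2 days after plating on a 10 cm dish, and libraries were made from 1 µg of RNA, per the labels' protocols. Each line had its own medium, so a difference between lines cannot be separated from a difference between media.

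The deposited values are RPKM (reads per kilobase of gene length, scaled to 1000000 reads), computed by the authors, per the name of the deposited table. The table held 1 value per gene and library, rounded to 3 decimals, for 11417 genes. The aligner, the read counter, the genome build, the annotation, the gene lengths, the total used for the scaling and any rule for leaving out genes are not stated in the labels or the table. The smallest of the genes' largest values was 0.114 RPKM and no gene was at 0 in all 6 libraries. Genes without reads in any library, and any genes that stayed under 0.114 RPKM in all 6, are therefore not among those listed. A gene that is not listed may still have had reads. All 11417 gene identifiers and symbols matched GENCODE release M21 (mouse build GRCm38), of which 11139 were protein coding. Coordinates are from that annotation, and the authors' own build is not stated. Whether the counting used the strand is also not stated, so values of overlapping antisense genes and of near-identical gene copies are uncertain.

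Read counts were not analysed here, and the depth was estimated from the low values. Values multiplied by exonic gene length fell on steps, and the step that fitted best was taken as the worth of 1 read. Between 76.6% and 79.2% of the 302 to 457 low values used per library lay near a whole multiple of that step, against 30.0% by chance. The step gave denominators of 14690000 and 17460000 reads for BC44 replicates 1 and 2, 18100000 and 15430000 for C57MG, and 18620000 and 14300000 for HC11. Several definitions of gene length were tried, and the union of annotated exons was kept because its steps were the clearest. With these lengths the length-weighted RPKM of each library summed to between 1287000 and 1360000. RPKM allows at most 1000000 where the scaling total covers all counted reads. The lengths used for the deposit thus differ for some genes, or the scaling total was smaller than the counted reads. Which of these holds was not tested, and the depths are estimates. A floor of 3 reads corresponded to 0.081 to 0.105 RPKM for a gene of 2 kb. Read numbers and floors cover counting error only. A fold given as at least a value was taken against this floor of 3 reads. It is not a confidence limit where the low line had reads.

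Values were tested as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend). In some fits limma offset sample variances of zero, as it warns. The 10759 genes with RPKM of at least 1 in at least 2 libraries were tested, and 658 were not. All 6 libraries were in the model and shared 1 estimate of the spread. P-values were two-sided and adjusted by the Benjamini-Hochberg method within each of the 3 contrasts, with a threshold of 0.05. Fold changes are on the log2(RPKM + 1) scale, which understates the change of low genes. The 4 marker lists, epithelial, mesenchymal, basal mammary and luminal mammary, were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the 12 tests. An exact permutation test of 2 libraries against 2 cannot give a p-value under 0.33, so no such test was used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

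The model was tested on simulated data with log2 changes of 1.5 in the BC44 libraries, of which 196 of 196 were called among 10419 genes. Of the 211 calls in the simulated BC44 against HC11 contrast 15 (7.1%) were wrong, and of the 210 in BC44 against C57MG 14 (6.7%) were wrong. The median recovered change was 1.34 and 1.33, below the simulated 1.5. No call was made in the contrast without simulated changes. In the data far more genes were called and the spread differed between genes and lines. The simulated rates therefore do not measure the recovery or the wrong calls in the data.

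The marker lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named Wnt4, Grhl1, Grhl2, Grhl3, Pgr, Esr1, Cdc42 and Zbtb40, and Wnt ligand genes with a mean of at least 1 RPKM in any line. It also named, per contrast and direction, the 3 genes with the largest change among those passing the threshold whose libraries did not overlap. Within each marker list it named the 3 members with the largest change in the contrast with the smallest list p-value. Pgr was not analysed here, and 1 other gene that the rule named is not reported here. Xist, Cdh1, Fth1, Eef1a1, Pdgfrb, Cldn3 and Vsnl1 were chosen after their values were seen.

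The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 RPKM, quantile normalization, median-ratio scaling, limma on only the 4 libraries compared, limma without trend, limma with robust variance, the replicate number as a replicate block, and leaving out each library. The replicate numbers come from the library names in the labels, which do not say that same-numbered libraries were grown or prepared together. Subtraction of another line's signal was added after the data were seen: each BC44 and C57MG library had the estimated share of the other line's mean RPKM taken off, down to 0. No sample was left out.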

Results

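The libraries profiled poly(A) RNA of 3 mouse mammary epithelial cell lines, BC44, HC11 and C57MG, each sequenced as 2 replicate libraries without treatment. The series title concerns the control of Wnt4 by GRHL factors and the progesterone receptor, and the question addressed here was how Wnt4, the Grhl genes and the wider transcriptome differed among the lines. Estimated depth ranged from 14300000 reads (HC11 replicate 2) to 18620000 (HC11 replicate 1). Between 9706 and 9895 of the 11417 genes had at least 1 RPKM in a library. The number of genes listed at 0 was 201 and 113 in BC44, 155 and 165 in HC11, and 273 and 622 in C57MG replicates 1 and 2. The 10 most abundant genes held 6.43% to 8.49% of the summed RPKM of a library. The top gene was Eef1a1 in both BC44 libraries (3923 and 3965 RPKM) and Fth1 in the others, where Fth1 rose from 6527 RPKM in HC11 replicate 1 to 11871 RPKM in replicate 2.

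Replicate libraries were closer to each other than to any library of another line. Across the 10759 tested genes, which are not independent replicates, Pearson's r of log2(RPKM + 1) between replicates was 0.9945 in BC44, 0.9955 in C57MG and 0.9899 in HC11. Between BC44 and HC11 libraries r was 0.8763 to 0.8996, between BC44 and C57MG 0.6998 to 0.7392, and between HC11 and C57MG 0.7288 to 0.7531. Restricting the genes to a mean of at least 5 RPKM moved the lowest replicate r most, to 0.987.

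The largest number of genes differed in the contrasts with C57MG. Between BC44 and HC11, 5129 of 10759 genes (47.7%) had a limma adjusted p-value under 0.05, of which 2659 were higher in BC44 and 2470 in HC11. Between BC44 and C57MG 7713 genes (71.7%) differed, 4039 higher in BC44 and 3674 in C57MG. Between HC11 and C57MG 7590 genes (70.5%) differed, 4020 higher in HC11 and 3570 in C57MG. The alternative that moved these counts most was the filter at a mean of 5 RPKM, which gave 3758, 5574 and 5476 genes. Many passing differences were small, with a median absolute log2 fold change of 0.62, 0.84 and 0.80 in the 3 contrasts. A difference of at least 2-fold was found for 1351 genes between BC44 and HC11 (587 higher in BC44), 3202 between BC44 and C57MG (1586 higher in BC44) and 2910 between HC11 and C57MG (1523 higher in HC11). The 2 libraries of the compared lines did not overlap for 73.0%, 87.9% and 86.2% of genes, where chance gives 33.3%.

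With the replicate number as a replicate block, 5350, 7875 and 7721 genes passed in the contrasts BC44 against HC11, BC44 against C57MG and HC11 against C57MG, against 5129, 7713 and 7590 without it. The correlation across genes of same-numbered libraries' deviations from their line means was 0.354, -0.039 and 0.038 in the same order. Of the genes called without the block, 5071, 7672 and 7527 were also called with it. Paired fits left the log2 fold changes of Wnt4 at 4.22, 2.56 and -1.66, with adjusted p-values of 2.242e-07, 3.559e-07 and 4.442e-06. The paired camera results for the epithelial list were adjusted p-values of 0.7531, 1.008e-05 and 4.905e-09, and for the mesenchymal list 0.8622, 4.566e-06 and 8.922e-06. For the basal list they were 0.6087, 0.1064 and 0.05735, and for the luminal list 0.01311, 0.7319 and 0.1064.

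A gene differed in all 3 contrasts in 2886 cases and in none in 1504. C57MG was at least 2-fold apart from both other lines in the same direction for 2084 genes, and for 1731 of these BC44 and HC11 were within 2-fold of each other. The same count of genes apart from both other lines was 713 for BC44 and 536 for HC11.

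Wnt4 (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726, plus strand, GRCm38) was highest in BC44. Its level was 73.4 ± 5.96 RPKM (SD, n = 2) in BC44, 11.6 ± 0.807 RPKM (SD, n = 2) in C57MG and 2.98 ± 0.265 RPKM (SD, n = 2) in HC11. The ratio of mean RPKM was 24.6 for BC44 over HC11, 6.3 for BC44 over C57MG and 3.9 for C57MG over HC11. These values rested on an estimated 4261 and 5681 reads in BC44, 838 and 788 in C57MG and 248 and 168 in HC11. The log2 fold change was 4.22 (SE 0.10, limma adjusted p-value 5.709e-07) for BC44 against HC11 and 2.56 (SE 0.10, 5.914e-07) for BC44 against C57MG. For HC11 against C57MG it was -1.66 (SE 0.10, 5.992e-06). All 3 differences exceeded the spread between replicates. A pseudocount of 0.1 moved the values most, to 4.58, 2.65 and -1.92. A BC44-like signal of 0.729% measured in C57MG replicate 1 corresponds to 0.54 RPKM of its 11.03 RPKM of Wnt4.

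**Figure D1:**
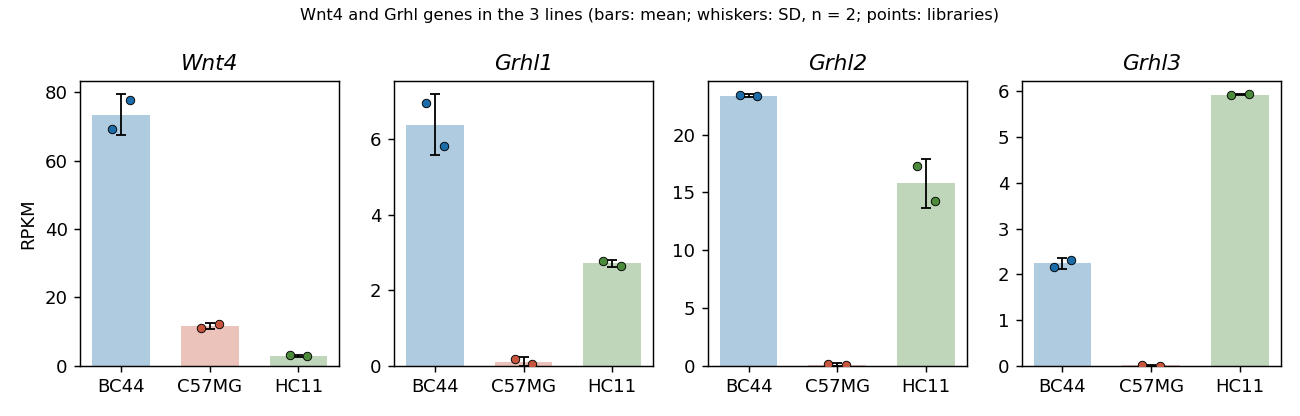
RPKM of Wnt4, Grhl1, Grhl2 and Grhl3 (vertical axes, from 0) in the lines BC44, C57MG and HC11, with bars for the mean, whiskers for the SD of 2 libraries and points for the libraries. Wnt4 is highest in BC44 at 73.4 RPKM, while the Grhl genes are under 0.2 RPKM in each C57MG library.

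The named genes near Wnt4, Cdc42 and Zbtb40, did not share its difference. Cdc42 (chromosome 4, 137319696 to 137357720, minus strand) had 148.1 ± 7.17 RPKM in BC44, 151.4 ± 6.39 in C57MG and 151.6 ± 0.909 in HC11 (SD, n = 2 each). Zbtb40 (chromosome 4, 136979732 to 137048801, minus strand) had 2.00 ± 0.274, 2.07 ± 0.129 and 2.21 ± 0.519 RPKM in the same order. Neither passed in any contrast, with log2 fold changes of -0.04, -0.03 and 0.00 for Cdc42 (adjusted p-values 0.728, 0.716 and 0.974). For Zbtb40 they were -0.09, -0.03 and 0.06 (0.630, 0.846 and 0.733). In HC11 against C57MG the direction changed under quantile normalization for both genes, and in all 3 contrasts it changed when single libraries were left out. The tested genes of chromosome 4 as a whole were shifted by 0.00, 0.02 and 0.02 on the log2 scale against all genes in the 3 contrasts. In BC44 against HC11 its 4 consecutive parts were shifted by -0.21, -0.01, 0.00 and 0.31, and in BC44 against C57MG by -0.25, -0.18, 0.11 and 0.36. The last part, which holds Wnt4, Cdc42 and Zbtb40, was shifted by 0.02 in HC11 against C57MG.

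The 3 Grhl genes were expressed in BC44 and HC11 and were low in C57MG. Grhl1 (chromosome 12, 24572283 to 24617391) had 6.39 ± 0.798 RPKM in BC44, 2.72 ± 0.094 in HC11 and 0.114 ± 0.108 in C57MG. Grhl2 (chromosome 15, 37233036 to 37363569) had 23.4 ± 0.103, 15.8 ± 2.11 and 0.113 ± 0.11 RPKM. Grhl3 (chromosome 4, 135541888 to 135573630) had 2.24 ± 0.116, 5.93 ± 0.00283 and 0.010 ± 0.0141 RPKM (SD, n = 2 for each value). Against HC11, BC44 was higher for Grhl1 (log2 fold change 0.99, SE 0.12, limma adjusted p-value 0.000542) and lower for Grhl3 (-1.10, SE 0.09, 9.297e-05). For Grhl2 BC44 was higher by 0.54 (SE 0.13, 0.00990), a difference that did not pass with a pseudocount of 0.1 (0.57, 0.211). Against C57MG, BC44 was higher by 2.73, 4.46 and 1.68 for Grhl1, Grhl2 and Grhl3, and HC11 by 1.74, 3.91 and 2.78. The largest adjusted p-value of these contrasts with C57MG was 1.101e-05. Grhl3 was at or under the floor of 3 estimated reads in both C57MG libraries, so it was at least 32.1-fold higher in BC44 and at least 85.1-fold higher in HC11. In C57MG replicate 1 Grhl1 and Grhl2 were at 0.190 and 0.191 RPKM, and in replicate 2 at 0.037 and 0.035 RPKM, so their level in C57MG differed between replicates. C57MG had more Wnt4 than HC11 while all 3 Grhl genes were lower in C57MG.

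Esr1, the oestrogen receptor gene (chromosome 10, 4611593 to 5005614), stayed under 1 RPKM in every library and was not tested. It had 0.032 ± 0.00424 RPKM in BC44, 0.691 ± 0.198 in C57MG and 0.214 ± 0.00141 in HC11 (SD, n = 2 each), or an estimated 7 and 7, 136 and 175, and 54 and 42 reads. Pgr was not analysed here. Of the study's 6 tested genes, 4 passed in each contrast, both when adjusted over the list alone and over all genes.

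Of 19 listed Wnt ligand genes 8 were analysed here, and 7 of these reached a mean of 1 RPKM in a line. Wnt7b (chromosome 15, 85535437 to 85582473) was highest in BC44, with 27.0 ± 1.09 RPKM against 8.02 ± 2.65 in HC11 and 3.31 ± 0.308 in C57MG (log2 fold changes of 1.67 and 2.70, limma adjusted p-values 0.000337 and 8.723e-06). Wnt5a (chromosome 14, 28504750 to 28527448) was at 23.7 ± 1.75 RPKM in C57MG and was at least 883-fold higher there than in HC11, whose libraries were at or under 3 estimated reads. Wnt5a was at 0.122 and 0.374 RPKM in the BC44 libraries, which is 0.515% and 1.58% of its C57MG mean. Wnt10a (chromosome 1, 74791516 to 74804179) was at 8.98 ± 2.23 RPKM in HC11, at least 109-fold above BC44 and at least 114-fold above C57MG. Wnt7a was highest in HC11 at 1.60 and 4.11 RPKM in its replicates. Wnt7a was at least 12-fold higher in BC44 than in C57MG, a difference with an adjusted p-value of 0.0428 that did not pass after quantile normalization (0.0736). Wnt11 was at 1.91 ± 0.275 RPKM in BC44, 0.926 ± 0.24 in HC11 and 0.015 ± 0.0212 in C57MG and passed in all 3 contrasts. Wnt9a, at 5.28 ± 1.91, 3.73 ± 0.199 and 3.37 ± 0.0283 RPKM in BC44, HC11 and C57MG, passed in none (SD, n = 2 for all values). In BC44 against C57MG the limma adjusted p-value of Wnt9a was 0.0523, near the threshold. There Wnt9a passed under robust variance and with the replicate block, and its lowest adjusted p-value over 11 alternatives was 0.0370. Of the 7 ligands 5, 5 and 6 passed in BC44 against HC11, BC44 against C57MG and HC11 against C57MG over all genes, and 5, 6 and 6 when adjusted over the list alone.

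Between BC44 and HC11 the largest differences toward BC44 were in Igfbp2, Nrep and Gsta3, with log2 fold changes of 6.87, 6.33 and 6.16. Igfbp2 was at 125.9 ± 2.62 RPKM in BC44 and at an estimated 2 and 3 reads in HC11, 1110-fold lower when HC11 is set at the floor of 3 reads. Gsta3 was at 74.6 ± 18.5 RPKM in BC44 and at 0.039 and 0.050 RPKM in HC11 replicates 1 and 2, an estimated 3 reads in each. Toward HC11 the largest were Il1a (-9.14), Csf3 (-8.43) and Cxcl1 (-8.06), which encode secreted inflammatory factors. Their spread between HC11 replicates was wide: Il1a (chromosome 2, 129299610 to 129309972) was at 386 RPKM in replicate 1 and 1058 in replicate 2, Csf3 at 231 and 595, and Cxcl1 at 442 and 964. The same 3 genes were the largest for HC11 over C57MG, with log2 fold changes of 9.24, 8.51 and 8.71 for Il1a, Csf3 and Cxcl1. The adjusted p-values of these 9 differences lay between 1.006e-06 and 5.317e-06.

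Between BC44 and C57MG the largest differences toward BC44 included Krt5 (8.76, SE 1.05) and Hspb1 (8.14, SE 0.74). The C57MG replicates differed for both genes: Krt5 (chromosome 15, 101707070 to 101712898) was at 16.04 RPKM in C57MG replicate 1 and 0.148 in replicate 2, against 1920 ± 130 in BC44 (SD, n = 2). Hspb1 was at 6.92 and 0.126 RPKM in the same C57MG libraries. Toward C57MG the largest were Vim (-6.44, SE 0.44), Serpinh1 (-6.33, SE 0.37) and Ccl7 (-6.27, SE 0.39). Vim (chromosome 2, 13573927 to 13582826) was at 2495 ± 301 RPKM in C57MG and at 15.2 and 49.4 in BC44 replicates 1 and 2. Between HC11 and C57MG the largest toward C57MG were Ly6c1 (-7.96, SE 0.10), Lox (-7.83, SE 0.23) and Ccl7 (-7.50, SE 0.39). All 8 of these differences passed, with adjusted p-values from 3.065e-08 to 0.000175.

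The marker lists separated C57MG from the other lines by epithelial and mesenchymal genes. The 16 tested epithelial genes were higher in HC11 than in C57MG for 16 of 16 members, with a mean log2 fold change of 4.60 (camera adjusted p-value 2.189e-08). They were higher in BC44 than in C57MG for 13 of 16 members, by 3.58 (3.367e-05). The 18 mesenchymal genes were higher in C57MG, with a mean of -2.94 for BC44 against C57MG (2 of 18 higher in BC44, 4.254e-06) and -2.95 for HC11 against C57MG (3 of 18 higher in HC11, 9.528e-06). Between BC44 and HC11 neither list passed. The epithelial mean was -1.02 (0.685), although 10 of 16 members were higher in BC44. The mesenchymal mean was 0.01 (0.965), with 12 of 18 members higher in BC44. The alternative that moved the mesenchymal result most in that contrast was subtraction of the C57MG signal, chosen after the data were seen and able only to lower BC44 values, which reversed it to -0.63 without passing (0.0874). Epcam was at 202.4 ± 56.3 RPKM in HC11 and 105.1 ± 18.4 in BC44, and at 0.949 and 0 RPKM in C57MG replicates 1 and 2. S100a4 was at 3739 ± 77.6 RPKM and Col1a1 at 167.3 ± 5.57 RPKM in C57MG, against 65.6 ± 28.9 and 2.21 ± 1.68 in BC44 (SD, n = 2 for these values).

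The basal and luminal mammary lists gave weaker separations. The 14 tested basal genes did not pass in any contrast, with means of 0.22 (0.697), 2.27 (0.111) and 2.04 (0.0718) for BC44 against HC11, BC44 against C57MG and HC11 against C57MG. Members moved in opposite directions: against C57MG, HC11 was higher for Krt5 (7.37, SE 1.05) and Itgb4 (6.91, SE 0.17) and lower for Acta2 (-6.61, SE 0.26). Only 7 of the 20 luminal genes could be tested. They were lower in BC44 than in HC11 for 5 of 7, with a mean of -2.52 (camera adjusted p-value 0.0105), and did not pass against C57MG in BC44 (-0.65, 0.697) or HC11 (1.88, 0.0949). The luminal result did not pass with a mean of at least 5 RPKM (-2.58, 0.179). Krt8 and Krt18 (both on chromosome 15, 101996698 to 102004482 and 102028180 to 102032027) were at 146.2 ± 2.57 and 91.3 ± 3.97 RPKM in HC11 (SD, n = 2). Krt18 was listed at 0 in both BC44 libraries, and Krt8 was at 0.038 and 0.064 RPKM there, at or under the floor. Areg, the remaining named luminal gene, was at 90.2 ± 43 RPKM in HC11 and 1.92 ± 0.938 in BC44. Keratin genes have related sequences, and how the authors assigned shared reads is not stated.

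**Figure D2:**
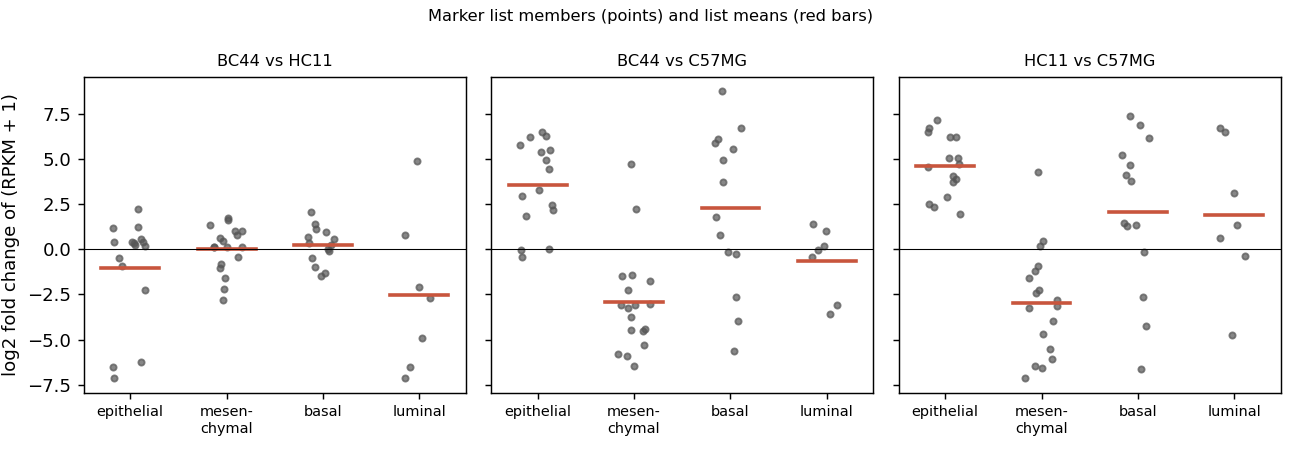
Log2 fold change of (RPKM + 1) for each tested member (points) of the epithelial, mesenchymal, basal and luminal mammary lists in the 3 contrasts, with red bars for the list means. In HC11 against C57MG the epithelial mean is 4.60 and the mesenchymal mean -2.95, while between BC44 and HC11 the means are -1.02 and 0.01.

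A low signal of another line was measurable in some libraries and bounds what can be read from genes that a line hardly expresses. Genes private to C57MG were defined as those with a mean of at least 20 RPKM in C57MG, at most 2% of that in HC11 and at most 5% in the other BC44 replicate, with limits chosen after the data were seen. In BC44 replicate 2 the 72 such genes had a median of 2.017% of their C57MG level, and 97.2% of them lay within 2-fold of it. In BC44 replicate 1 the median of 73 genes was 0.666%, with 64.4% within 2-fold. For the HC11 libraries the limits on BC44 and HC11 were exchanged, which gave a different choice of genes (63 and 68). In HC11 the medians were 0.251% and 0.350%, with 23.8% and 23.5% within 2-fold and 8 genes at 0 in each library. Genes private to BC44, defined in the same way, had a median of 0.729% of their BC44 level in C57MG replicate 1 (11 genes, 90.9% within 2-fold) and of 0 in replicate 2, where 8 of 11 were listed at 0. In HC11 their medians were 2.381% and 1.214% (18 genes each), with 66.7% and 44.4% within 2-fold. The genes private to C57MG included Vim (0.609% and 1.98% of its C57MG mean in BC44 replicates 1 and 2), Col1a1 (0.610% and 2.03%) and Wnt5a (0.515% and 1.58%). Krt5, Epcam and Grhl2, which are not among the genes private to BC44, were at 0.836%, 0.903% and 0.817% of their BC44 mean in C57MG replicate 1. The level of these genes in the low line is bounded by this signal. Wnt4 in HC11 was not limited in this way: Igfbp2 was at 0.046% and 0.09% of its BC44 mean in HC11. The larger share corresponds to 0.066 RPKM of BC44-like Wnt4 there and rests on an estimated 3 reads.

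**Figure D3:**
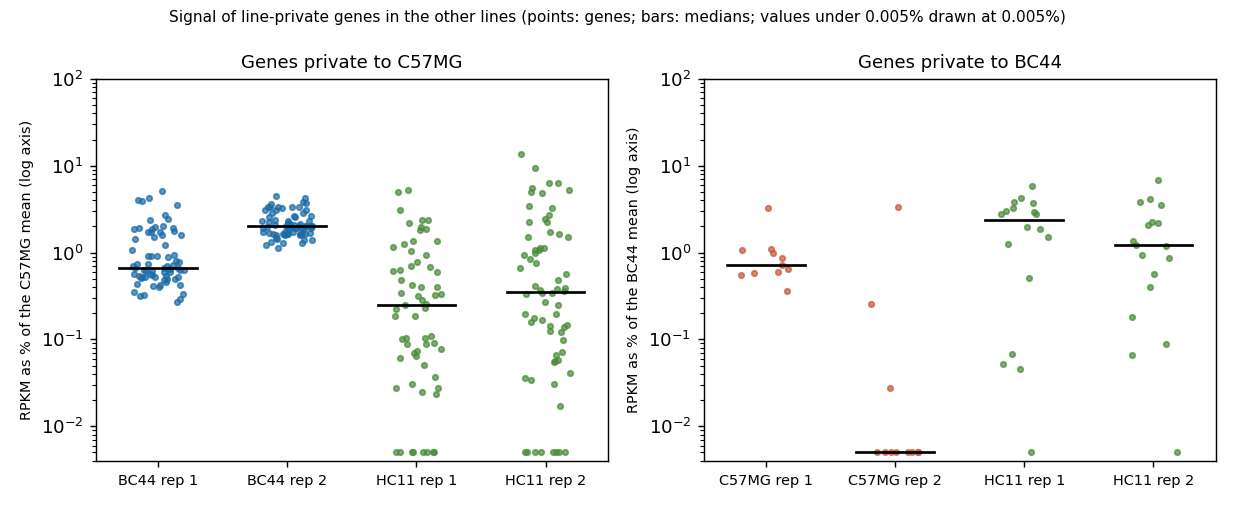
RPKM of line-private genes in libraries of the other lines, as a percentage of the mean in the line that expresses them (log axis), with 1 point per gene and bars for the medians; values under 0.005% are drawn at 0.005%. Within 2-fold of the median lie 64.4% and 97.2% of the genes private to C57MG in the BC44 libraries (medians 0.666% and 2.017%), and 90.9% of the genes private to BC44 in C57MG replicate 1 (median 0.729%).

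Named genes on some chromosomes also lie in regions whose median expression differed between lines. Chromosome 15, which holds Grhl2, Wnt7b, Krt5, Krt8 and Krt18, had a median shift of -0.65 on the log2 scale in BC44 against C57MG and -0.62 in HC11 against C57MG. Chromosome 14, which holds Wnt5a, had shifts of -0.60 and -0.31, and chromosome 5, which holds Hspb1, Cxcl1 and Areg, had shifts of 0.51 and 0.47.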

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

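Subtraction of another line's signal was chosen after the data were seen; the other alternatives were fixed before the data were examined. The alternatives gave 1298 recomputed values for 25 results that answer a comparison and 62 single-gene results. The log2 fold changes of Wnt4 kept their direction and passed under all alternatives with a test, with adjusted p-values from 1.99e-07 to 7.856e-06 (BC44 against HC11), 2.817e-07 to 1.137e-05 (BC44 against C57MG) and 3.367e-06 to 0.0001003 (HC11 against C57MG). Leaving out each library in turn gave 4.14 to 4.30, 2.48 to 2.64 and -1.73 to -1.59.

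The counts of differing genes ranged from 3758 to 5387 (BC44 against HC11), 5574 to 8120 (BC44 against C57MG) and 5476 to 7980 (HC11 against C57MG) over 12 alternatives each. The lowest were under the filter at a mean of 5 RPKM, which tests fewer genes; under that filter 3708, 5549 and 5449 of the genes called were also called in the reported fit. The filter also lowered the numbers of genes at least 2-fold apart to 844, 2039 and 1871, and the lowest replicate correlation to 0.987. A pseudocount of 0.1 raised the numbers at least 2-fold apart to 1895, 3784 and 3509, from 1351, 3202 and 2910 as reported. Which line held more of these genes also changed. Quantile normalization gave 1425 higher in HC11 and 1471 in C57MG, against 1523 and 1387 as reported. For BC44 and C57MG the reported 1586 and 1616 became 1900 and 1884 with a pseudocount of 0.1, and 1047 and 992 under the filter. Between BC44 and HC11 more were higher in HC11 under every alternative. Of the genes differing between BC44 and HC11, 51.8% were higher in BC44 as reported and 48.8% after subtraction of the C57MG signal. The subtraction lowers BC44 values and is not rescaled, so the direction of this move was fixed in advance. It can likewise only lower BC44 against HC11, and only raise HC11 against C57MG, in the list results below. Limma on only the 4 libraries compared called 4482, 7939 and 7398 genes.

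The mean of the mesenchymal list in BC44 against HC11, 0.01 as reported, was reversed to -0.63 by subtraction of the C57MG signal (adjusted p-value 0.0874, range 0.0874 to 0.992 over 12 alternatives). Leaving out single libraries gave -0.18 to 0.20 for it, with the negative value without BC44 replicate 2, the library with more C57MG-like signal. No alternative with a test passed. The luminal list in BC44 against HC11 no longer passed at a mean of at least 5 RPKM (-2.58, adjusted p-value 0.179, range 0.00642 to 0.179). The list mean did not weaken from the reported -2.52. Gata3 and Ehf, both lower in BC44 than in HC11, fell under that filter, so fewer members were tested. Whether this alone cost the call was not tested. The basal list in HC11 against C57MG passed after subtraction (2.25, 0.0319, range 0.0319 to 0.144), where BC44-like signal was taken off C57MG replicate 1. The epithelial and mesenchymal lists passed in both contrasts with C57MG under every alternative with a test, with adjusted p-values of at most 0.00055.

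Among single genes, Wnt5a in BC44 against HC11 was reversed to -0.01 (adjusted p-value 0.917) by the subtraction, and passed with a pseudocount of 0.1 (1.56, 0.0126), which are the extremes over its 12 alternatives. Wnt5a is among the genes from which the subtracted shares were estimated, and both its shares in BC44 (0.515% and 1.58%) lie below those subtracted (0.666% and 2.017%). Its BC44 values were thus set to 0, and the reversal was fixed in advance. For HC11 against C57MG, Cdc42 was reversed to -0.12 and Zbtb40 to 0.00 by quantile normalization; neither passed and the cause was not tested. Median-ratio scaling gave -0.02 for Cdc42, which is the size of the scaling factors themselves (log2 shifts of 0.01 in the HC11 libraries and -0.02 and 0 in C57MG). Leaving out single libraries gave Cdc42 values of -0.08 to 0.01, -0.08 to 0.02 and -0.04 to 0.05 in BC44 against HC11, BC44 against C57MG and HC11 against C57MG. For Zbtb40 they were -0.26 to 0.08, -0.13 to 0.06 and -0.11 to 0.22. Apart from leaving out libraries, 4 single-gene values reversed, 3 became weaker (Grhl2 in BC44 against HC11 with a pseudocount of 0.1, and Wnt7a in BC44 against C57MG under quantile normalization and robust variance) and 4 stronger (Wnt5a, Wnt9a under robust variance and the replicate block, and Wnt10a).

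The depth limits genes near the floor. At an estimated 14300000 to 18620000 reads, 3 reads are 0.081 to 0.105 RPKM for a gene of 2 kb, so the order of lines for genes below that was not resolved. With 2 libraries per line, leaving 1 out left no test for that line.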

Other observations

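All tests here except those of the X chromosome and of the chromosome shifts were chosen only after the result was seen.

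The BC44 libraries held signal of genes private to C57MG, at 0.666% of the C57MG level in replicate 1 and 2.017% in replicate 2, where 69 of 72 genes were higher than in replicate 1. Under the 4 definitions of private genes that were tried the medians were 0.594% to 0.733% and 1.926% to 2.046%. If C57MG RNA, cells or reads were in the BC44 libraries, 1 common share of the C57MG level would be expected. In BC44 replicate 2, 97.2% of the 72 private genes lay within 2-fold of the median. In the HC11 libraries it was 23.8% and 23.5%, but of differently chosen genes (63 and 68) at lower shares, with 8 at 0 in each. HC11 is therefore not a like-for-like control. Exchange of signal among all 6 libraries would also bring HC11 genes into BC44, and HC11-private genes had a median share of 0.141% in BC44 replicate 2. Krt18 and Cldn3, at 91.3 and 74.6 RPKM in HC11, were listed at 0 in both BC44 libraries. Xist, which is transcribed from the inactive X chromosome, was at 57.1 RPKM in HC11, 91.3 in C57MG and 0.436 and 1.47 RPKM in the BC44 replicates, or 0.478% and 1.61% of its C57MG level. A C57MG-like minority of cells within BC44 cultures predicts the same values, so it cannot be told apart from a mixture in handling or in sequencing. A mixture with C57MG at about these shares is a candidate explanation.

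The opposite pair showed a like pattern in a single replicate. Genes private to BC44 had a median share of 0.729% in C57MG replicate 1, with 90.9% of 11 genes within 2-fold, and of 0 in replicate 2. The range of the median over the 4 definitions was 0.692% to 0.830%. HC11-private genes had a median of 0.011% in C57MG replicate 1. There were 384 genes listed at 0 in replicate 2 only and 35 in replicate 1 only. Cdh1 was at 1.09 and 0 RPKM and Vsnl1 at 0.687 and 0 RPKM in the C57MG replicates, against 128.4 and 90.6 RPKM in BC44. A BC44 share of this size may account for much of the epithelial signal of C57MG replicate 1; cells, RNA and reads cannot be told apart as its source.

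A median share of BC44-private genes was also found in HC11, at 2.381% and 1.214% in its replicates (18 genes each), with 66.7% and 44.4% of them within 2-fold of the median, close to the 64.4% of C57MG-private genes in BC44 replicate 1. The other replicate was also limited to at most 2% of the level in the expressing line. Under this limit 3 of 12 and 1 of 9 genes lay within 2-fold in HC11 replicates 1 and 2. For C57MG-private genes in BC44 replicate 1 it was 31 of 34. The limit lay below the median share of HC11 replicate 1 (2.381%) and of BC44 replicate 2 (2.017%), so it removed genes by the signal under test. This comparison therefore cannot tell HC11 apart from BC44 replicate 1. Igfbp2 and Gsta3 were at 0.046% to 0.09% of their BC44 level in HC11, below the HC11 medians of 2.381% and 1.214%.

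The median expression of chromosomes, or of parts of them, was shifted between lines. For 20 chromosomes in 3 contrasts, the median log2 ratio of a chromosome's genes was compared with 10000 expression-matched random lists, and 34 of 60 comparisons had an adjusted value under 0.05; in 20 of the 34 all 4 consecutive parts of the chromosome, of equal gene number, had the same sign. The smallest unadjusted value, 0.0002, is the smallest these lists can give. The shift was 0.65 for chromosome 8 (599 genes) in HC11 against C57MG, with shifts of 0.73, 0.76, 0.52 and 0.64 in its parts, and 0.64 to 0.66 over the 4 pairings of libraries. In BC44 against C57MG it was 0.60, with parts at 0.10, 0.70, 0.84 and 0.66. Chromosome 15 (441 genes) was shifted by -0.65 in BC44 against C57MG and -0.62 in HC11 against C57MG, chromosome 5 by 0.51 and 0.47, and chromosome 14 by -0.60 and -0.31. Some shifts between BC44 and HC11 were uneven along the chromosome: chromosome 8 had -0.59, 0.05, 0.28 and 0.01 in its parts (-0.04 as a whole, adjusted value 0.0480), chromosome 9 had 0.47, 0.53, 0.05 and 0.01 (0.26), and chromosome 16 had 0.39, 0.28, 0.34 and 0.01 (0.26). Chromosome 4 had -0.21, -0.01, 0.00 and 0.31 (0.00), while on chromosome 1 the parts had one sign (-0.10, -0.06, -0.09 and -0.12). Between replicates of a line no chromosome was shifted by more than 0.04. With a pseudocount of 0.1 the chromosome 8 shift was 0.73 and the chromosome 15 shifts -0.72 and -0.67; at a mean of at least 5 RPKM they were 0.67, -0.69 and -0.66. A gain or loss of chromosomes, or of parts of them, in 1 or more lines is a candidate explanation that copy number data could test. Copy number and GC content were not measured, and genes of a chromosome that respond together cannot be told apart from it.

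Low Xist in BC44 raised the question of whether X-linked genes were raised there. The median log2 ratio of 333 X-linked genes in BC44 over HC11, without Xist, lay at percentile 83.66 of matched random lists (shift 0.03), within their middle 95%. In BC44 against C57MG the shift was -0.13 (adjusted value 0.0300). More X-linked expression in BC44 than in HC11, as might follow from 2 active X chromosomes, was not seen. Loss of an X chromosome was not tested.

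MAPK-response genes, a list fixed before the data were examined, were lower in BC44 than in HC11 for 16 of 17 tested members, with a mean log2 fold change of -2.39 (camera adjusted p-value 2.947e-07). They were higher in HC11 than in C57MG by 2.05 (0.00381) and did not pass between BC44 and C57MG (-0.34, 0.620). HC11 was the only line whose stated medium held EGF (10 ng/ml), which may account for this, but line and medium cannot be told apart.

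The same list was higher in replicate 2 than in replicate 1 of HC11, by a median log2 of 0.18 (10 of 17 genes), at percentile 99.88 of 10000 matched random lists. It was also higher in BC44 replicate 2 (0.35, 15 of 17 genes, percentile 100) and lower in C57MG replicate 2 (-0.08, 4 of 17 genes, percentile 2.35). The rise therefore was not confined to the line with EGF. Signal of BC44 or C57MG in HC11 replicate 2 would lower the list there, since it was higher in HC11 than in either. Each value compares 1 library with 1, so a difference in culture cannot be told apart from one in library preparation. Deviations of same-numbered BC44 and HC11 libraries were correlated across genes at 0.354, which may come from a shared batch; the labels state none.

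Whether Wnt/beta-catenin target genes follow the level of Wnt4 could be tested on only 4 of 12 listed genes. Their mean log2 fold change was -0.92 in BC44 against C57MG (0 of 4 higher in BC44, camera adjusted p-value 0.188) and -0.08 in BC44 against HC11 (2 of 4 higher, 0.630), where Wnt4 was higher in BC44. In HC11 against C57MG it was -0.84 (1 of 4 higher, 0.247), in the direction of Wnt4, and none of the 3 passed. With so few genes, an effect of Wnt4 through beta-catenin cannot be told apart from none.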
